A study of Mus musculus with 6 samples. Its data were reported in "Genome-Wide Binding and Transcriptome Analysis of Human Farnesoid X Receptor in Primary Human Hepatocytes" (2014).

How the data were processed

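Gene expression was measured in the livers of adult wild type C57BL/6J mice, 3 given GW4064 and 3 given vehicle. GW4064 is a synthetic agonist of the farnesoid X receptor (FXR), the nuclear receptor for bile acids. Mice received 3 doses of 100 mg per kg body weight or of vehicle, at 8 am, at 6 pm and at 8 am on the following day, and livers were taken 2 hours after the last dose. Per the study's methods the mice were fasted overnight from the second dose. Total RNA was isolated with TRIzol, converted to biotin-labelled cRNA and hybridized to 1 Affymetrix array per mouse, giving 6 arrays in all. Samples were assigned to groups and numbered from the submitters' sample titles.

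The deposited values were log2 expression levels per probe set, which the authors made with Affymetrix software, and the 6 arrays had nearly the same quartiles, so they had been normalized between arrays before deposit. The summarisation method, its version and the annotation used are not given in the sources used here. The labels and the study's methods name the Mouse Gene 1.0 ST array, whereas the probe set identifiers and the header of the authors' deposited table are those of another Affymetrix design, Mouse430A_2. The probe sets were therefore treated as those of the latter. The authors' deposited table of their own comparison gave a linear fold, that is the ratio of GW4064 over vehicle or its inverse, with the direction in words, for probe sets with a fold of at least 1.5 and an unadjusted p of at most 0.05 by their unpaired test. It has no p-values and no values per mouse. It lists 110 probe sets, 60 up and 50 down.

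Of the 22690 probe sets on the arrays, 64 were control probe sets and were set aside, and the other 22626 were tested. No filter on dim probe sets was applied. GW4064 was compared with vehicle by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) on the deposited log2 values, with the group as the only term and Benjamini-Hochberg adjustment over the 22626 probe sets. Differences are GW4064 minus vehicle on the log2 scale with the moderated standard error (SE). A probe set was called changed at an adjusted p under 0.05. Probe sets with a fold of at least 1.5 and an unadjusted p under 0.05, the kind of threshold the study used, were counted as well. An exact permutation test of 3 against 3 mice cannot give a two-sided p below 0.1. The precision is limited by the number of arrays.

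The authors' deposited table was the only source pairing probe sets with genes, so genes are named for its probe sets alone. Of its 110 probe sets, 99 had 1 gene symbol, 7 had several and 4 had none. All 99 Entrez gene identifiers were found in the RefSeq genes of GRCm38.p6, which updated 10 symbols (St5 to Denn2b and Figf to Vegfd among the genes named here) and gave 87 genes. A probe set with several symbols or none was not paired with a gene. A gene with several probe sets is given by the one with the highest mean over the 6 arrays. The identifiers of the probe sets of Saa2, Zbtb16, Vegfd, Rdh9 and Mcm7, and of the further probe sets of Cyp2b10, have suffixes (_s_at or _x_at) that mark possible detection of transcripts of other genes, so their values are less certain. The suffix _a_at, as for Lcn2, Csad, Hspb1, Lama3, Mcm10 and Septin4, marks several transcripts of 1 gene. Chromosome bands are those of the authors' deposited table; no genome build was stated there and no base positions are given.

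Genes were named by a rule fixed before the data were examined. It takes the 12 genes with the largest higher and the 12 with the largest lower values among those called changed with no overlap between the GW4064 and the vehicle arrays, filled where fewer were called from genes at 1.5-fold and unadjusted p under 0.05 with no overlap. It also takes 21 genes of bile acid biology and of the study's targets, and up to 4 members of each described gene list with the smallest unadjusted p. Since no probe set was called changed, the genes of largest difference all come from the second tier. Because the rule could draw only on the 87 genes of the authors' deposited table, which were selected on these same 6 arrays, the named genes are not independent evidence of a response. Of the 21 genes, 19 had no probe set paired with them, among them the genes of FXR, Cyp7a1 and Abcb11, and are not reported here.

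A set of 39 gene lists (pathways of the liver, nuclear receptor targets and cell type markers, 700 genes) was also fixed before the data were examined. The planned set test (camera) was not run, because only selected probe sets are paired with genes and a set test on them is void. For each list the members with a probe set paired to them in the authors' deposited table and their direction are given. A count adjusted over the list alone is not given. The table lists only probe sets selected on these arrays, all with an unadjusted p under 0.05 here, so every such member would pass by construction, and the other members of a list could not enter. Alternatives were a repeated quantile normalization, subtraction of array medians, omission of probe sets below the median level, a trended and robust prior, array weights, the methods' t-test, the replicate number as a block, and omission of each array in turn.

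The limma fit was tested on simulated data with the spread of these 22626 probe sets and 3 arrays per group. At an adjusted p under 0.05 it recovered 19 of 50 probe sets changed 1.5-fold, 38 of 50 changed 2-fold, 49 of 50 changed 4-fold and 50 of 50 changed 8-fold, and 6 of its 162 calls were false. The simulation gave a changed probe set the same shift in every treated array and the same spread in both groups. Over the probe sets the authors listed, the median SD was 0.316 in GW4064 and 0.232 in vehicle livers. The recovered shares therefore do not carry over to genes whose response varied between mice. Lcn2, at 51.6-fold, was not called.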

Results

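To follow the response of the mouse liver to FXR activation, expression was profiled on 6 Affymetrix arrays, 1 for each of 3 mice given GW4064 and 3 given vehicle. The arrays covered 22626 probe sets other than controls. Median log2 levels lay between 5.87 and 5.89 on the 6 arrays. Values below are log2 levels as mean ± SD of 3 mice per group, and differences are GW4064 minus vehicle with their SE from limma.

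The livers of GW4064-treated mice had higher levels of the acute phase genes Lcn2 and Saa2 and of Nr0b2, which encodes the FXR-induced corepressor small heterodimer partner, and lower levels of Csad and Cyp8b1, which act in taurine and bile acid synthesis. None of these differences passed the adjusted threshold. By limma, 0 of 22626 probe sets had an adjusted p under 0.05, and the smallest adjusted p was 0.284, for Csad. At an unadjusted p under 0.05 there were 1985 probe sets, against 1131 expected by chance, and the methods' t-test gave 1427 and again 0 after adjustment. At 1.5-fold and an unadjusted p under 0.05, 143 probe sets were higher and 140 were lower by limma, and 59 and 38 by the methods' t-test. The 3 GW4064 arrays all lay on one side of the 3 vehicle arrays for 3137 probe sets or 13.9%, where chance gives 10%. These counts depended on single mice. Without GW4064 replicate 3, 43 probe sets were higher and 27 lower at an adjusted p under 0.05, and 573 met the 1.5-fold threshold, while without GW4064 replicate 1 the latter count was 158. The 33 genes named by the rule fixed beforehand had adjusted p-values by limma between 0.284 and 0.505, so each is given with its values and none as called. All 33 come from the authors' deposited table, which was selected on these arrays.

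**Figure D1:**
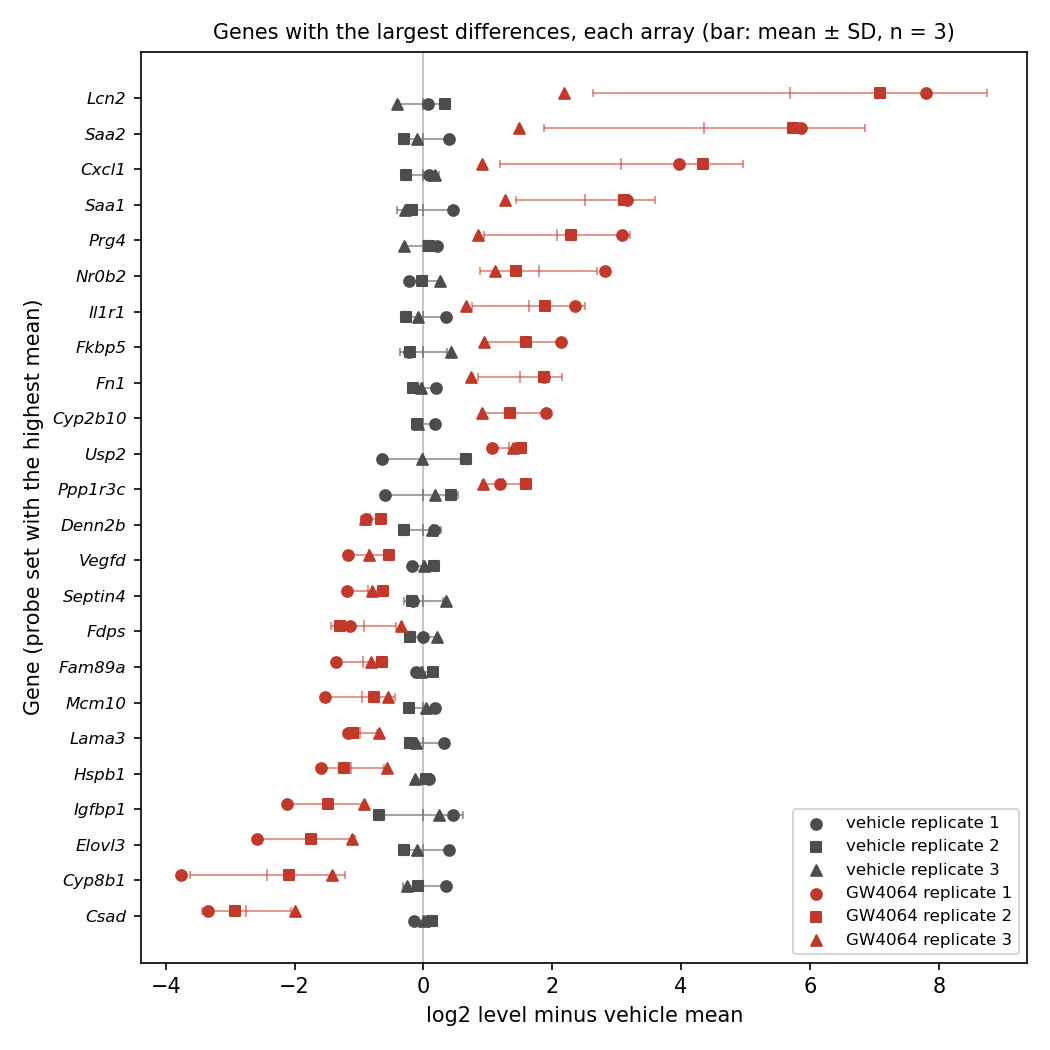
log2 level minus the vehicle mean (x axis) for the 12 genes with the largest higher and the 12 with the largest lower values in GW4064-treated livers (y axis), with 1 point per array and bars for mean ± SD of 3 mice per group. The ranking is among genes of the authors' deposited table that met the 1.5-fold threshold without overlap. By this rule GW4064 points lie on one side of all vehicle points for each gene. For Lcn2, replicate 3 lies 2.18 above the vehicle mean where replicates 1 and 2 lie 7.80 and 7.09 above it.

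Genes of bile acid synthesis and FXR signalling were examined first, as the best known targets of the receptor. Nr0b2 on chromosome 4 (band D2.3) was at 7.77 ± 0.24 in vehicle and 9.55 ± 0.90 in GW4064 livers (n = 3 each), a difference of 1.79 (SE 0.39) or 3.45-fold. It was the 1 gene with a paired probe set in the lists of known mouse FXR targets and of hepatic nuclear receptors. A probe set was paired only where the authors listed it as changed, with 1 symbol. Unchanged members of a list could therefore not appear. Cyp8b1 on chromosome 9 (F4), the hydroxylase that directs bile acid synthesis towards cholic acid, was at 11.76 ± 0.31 and 9.34 ± 1.20, a difference of -2.42 (SE 0.51) or 5.36-fold lower. Without GW4064 replicate 1 the difference of Cyp8b1 was -1.75 (SE 0.23) or 3.37-fold lower. In the list of bile acid synthesis and conjugation, 2 of 17 genes had a paired probe set and both were lower, the other being the sterol carrier gene Scp2 at -0.66 (SE 0.19). Csad on chromosome 15, whose enzyme makes the taurine precursor used to conjugate bile acids, was the only such gene of the amino acid breakdown and urea cycle list. It was at 11.42 ± 0.14 in vehicle and 8.67 ± 0.69 in GW4064 livers, a difference of -2.75 (SE 0.29) or 6.72-fold lower. Each of these 4 genes differed without overlap between the groups, and 0 of the 4 passed the adjusted threshold. Of the 110 probe sets in the authors' deposited table, which were selected on these arrays, 105 had no overlap.

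Acute phase genes, which the liver expresses in response to inflammatory cytokines, held the largest higher value of all probe sets. Lcn2 (lipocalin 2) on chromosome 2 was at 5.87 ± 0.38 in vehicle and 11.56 ± 3.06 in GW4064 livers, a difference of 5.69 (SE 1.25) or 51.6-fold. Saa2, Saa1 and Saa4, the serum amyloid A genes of chromosome 7 (B4), were higher by 4.36 (SE 1.02), 2.51 (SE 0.47) and 0.98 (SE 0.20). Because Saa1 and Saa2 are near-identical in sequence and the probe set of Saa2 can cross-hybridize by its design, these genes cannot be fully separated. Of the 24 acute phase genes, 5 had a paired probe set (the fifth, outside the rule for named genes, was Cp), and all 5 were higher at 1.5-fold and unadjusted p under 0.05, with 0 past the adjusted threshold. They were selected on these arrays, so their shared direction is not independent evidence. Cxcl1, a chemokine that attracts neutrophils, was the 1 such gene of the list of chemokines, cytokines and adhesion molecules and was higher by 3.07 (SE 0.77) or 8.40-fold. Il1r1, the receptor of interleukin 1, was higher by 1.63 (SE 0.38), the secreted proteoglycan gene Prg4 by 2.07 (SE 0.47) and Fn1, which encodes fibronectin, was 2.83-fold higher (SE 0.28 on the log2 scale). Of 12 neutrophil markers only Lcn2 had a paired probe set, a gene that the acute phase and glucocorticoid lists hold as well. The mice differed in these genes. The median of the 5 acute phase genes lay 3.16, 3.11 and 1.27 above the vehicle mean in GW4064 replicates 1, 2 and 3. Cxcl1 lay 3.96, 4.35 and 0.90 above it. Leaving out 1 GW4064 replicate moved the folds of Lcn2, Saa2, Cxcl1, Saa1 and Prg4 by over 1.5 times, and those of Saa4, Il1r1 and Fn1 by less. Without replicate 1, Lcn2 was 24.9-fold and Saa2 12.2-fold higher. Without replicate 2, Lcn2 was 31.7-fold, Saa2 12.7-fold and Cxcl1 5.40-fold higher. Without replicate 3, Lcn2 was 174-fold, Saa2 55.6-fold, Cxcl1 17.8-fold, Saa1 8.80-fold and Prg4 6.42-fold higher.

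The circadian clock genes with a paired probe set and most of those induced by glucocorticoids were also higher. Of 14 glucocorticoid-induced genes, 5 had a paired probe set. Of these, 4 were higher (Lcn2, Fkbp5, Zbtb16 and, outside that rule, Tsc22d3) and 1, Igfbp1, was lower. Fkbp5, a cochaperone of the glucocorticoid receptor, was at 8.13 ± 0.37 in vehicle and 9.69 ± 0.60 in GW4064 livers (difference 1.55, SE 0.30), and the transcription factor gene Zbtb16 was higher by 1.09 (SE 0.25). The other probe set of Zbtb16, whose suffix does not mark possible detection of other genes, gave 0.67 (SE 0.20) and overlapped between the groups. Igfbp1, which encodes a binding protein of insulin-like growth factors, was at 11.23 ± 0.61 and 9.72 ± 0.60, a difference of -1.51 (SE 0.35). Of 20 clock and clock output genes, 2 had a paired probe set. The clock gene Per2 was higher by 1.10 (SE 0.23), and Usp2, which encodes a deubiquitinase with a daily rhythm, by 1.33 (SE 0.29) or 2.51-fold. The median of these 2 genes lay 1.05, 1.12 and 1.48 above the vehicle mean in GW4064 replicates 1, 2 and 3. In the list of gluconeogenesis, glycolysis and glycogen, 2 of 20 genes had a paired probe set and they went opposite ways, Igfbp1 lower and Ppp1r3c, a glycogen-targeting phosphatase subunit, higher by 1.24 (SE 0.27). None of these genes passed the adjusted threshold.

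Among genes of drug and vitamin metabolism, Cyp2b10 on chromosome 7, a target of the xenobiotic receptor CAR, was at 7.43 ± 0.15 in vehicle and 8.82 ± 0.49 in GW4064 livers, a difference of 1.39 (SE 0.22) or 2.62-fold. Its other probe sets gave 1.58 (SE 0.27) and 1.47 (SE 0.26). It was the 1 gene with a paired probe set among 29 xenobiotic cytochrome P450 genes. The sulfotransferase gene Sult1d1, 1 of 30 conjugation and antioxidant genes, was higher by 0.61 (SE 0.14), and the retinol dehydrogenase gene Rdh9, 1 of 18 genes of retinol metabolism, by 1.12 (SE 0.29). None of the 3 genes passed the adjusted threshold.

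The cholesterol synthesis genes with a paired probe set and the fatty acid gene Elovl3 were lower. Fdps and Idi1, which encode enzymes of the isoprenoid steps of cholesterol synthesis, were the 2 such genes among 25 cholesterol synthesis and SREBP2 target genes. Fdps was at 12.03 ± 0.21 in vehicle and 11.10 ± 0.51 in GW4064 livers (difference -0.93, SE 0.23), and Idi1 differed by -0.76 (SE 0.20). Elovl3 on chromosome 19 (C3), an elongase of very long chain fatty acids, was at 11.94 ± 0.36 and 10.13 ± 0.74, a difference of -1.81 (SE 0.34) or 3.50-fold lower. Together with Cyp4a12a at -0.64 (SE 0.13) it made up the 2 of 14 male-biased liver genes with a paired probe set, and both were lower. None of the 4 genes passed the adjusted threshold.

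The remaining named genes with the largest lower values belonged to different functions. This ranking covers only genes of the authors' deposited table. Over all tested probe sets the largest fall was -2.85, on a probe set outside that table and beyond the -2.75 of Csad. Listed probe sets with several symbols or none were not ranked, and their falls included -2.15 and -1.59. Hspb1, a small heat shock protein gene, was at 9.54 ± 0.11 in vehicle and 8.41 ± 0.52 in GW4064 livers (difference -1.13, SE 0.23), and Lama3, a laminin chain gene, differed by -0.98 (SE 0.17). The DNA replication gene Mcm10 differed by -0.95 (SE 0.24), and Mcm7, the 1 gene with a paired probe set among 24 cell cycle genes, by -0.62 (SE 0.18). Fam89a, Septin4, the lymphatic growth factor gene Vegfd and Denn2b differed by -0.94 (SE 0.18), -0.86 (SE 0.18), -0.85 (SE 0.16) and -0.82 (SE 0.14). Lama3, Fam89a, Septin4 and Vegfd were dim, with means over the 6 arrays below the median of all tested probe sets, 5.88. They were at 5.89, 6.10, 6.25 and 5.20 in vehicle and 4.90, 5.16, 5.38 and 4.35 in GW4064 livers. Their differences are therefore less certain. Of the 39 lists, 23 had no gene with a paired probe set and are not analysed here, among them those of fatty acid oxidation, bile acid transporters, Kupffer cells and cholangiocytes. An empty list does not mean that its genes were unchanged, because the 7 listed probe sets with several symbols were not paired. Those with the symbols Acaa1a and Acaa1b differed by -1.23 (SE 0.31) and -1.13 (SE 0.26). The 1 with the symbols Acot1 and LOC100044830 differed by -1.59 (SE 0.38). Leaving out GW4064 replicate 3 brought 15 of the 33 named genes past the adjusted threshold, including Lcn2, Csad, Cxcl1 and Fkbp5. Nr0b2 and Cyp8b1 were not among them. Replicate 3 was the GW4064 array nearest to vehicle for 80 of the 110 listed probe sets. Its omission therefore enlarges most of these differences, and the 15 genes are not given as called.

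The comparison made by the authors was then set beside these values. All 110 probe sets of the authors' deposited table were on the arrays, and all 110 had the listed direction here. The log2 of the fold in the authors' deposited table and the difference of group means here were apart by 0.04 at the median and by 0.33 at most. By limma all 110 had an unadjusted p under 0.05, 95 also differed by at least 1.5-fold, and 105 had no overlap between the groups. By the methods' t-test 86 met both criteria, and 11 probe sets outside the authors' deposited table did so as well. By limma 188 probe sets outside the table met the 1.5-fold threshold. Of the 87 genes with a paired probe set, 73 met it. Because the table was made from the same arrays, the overlap is not independent evidence.

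**Figure D2:**
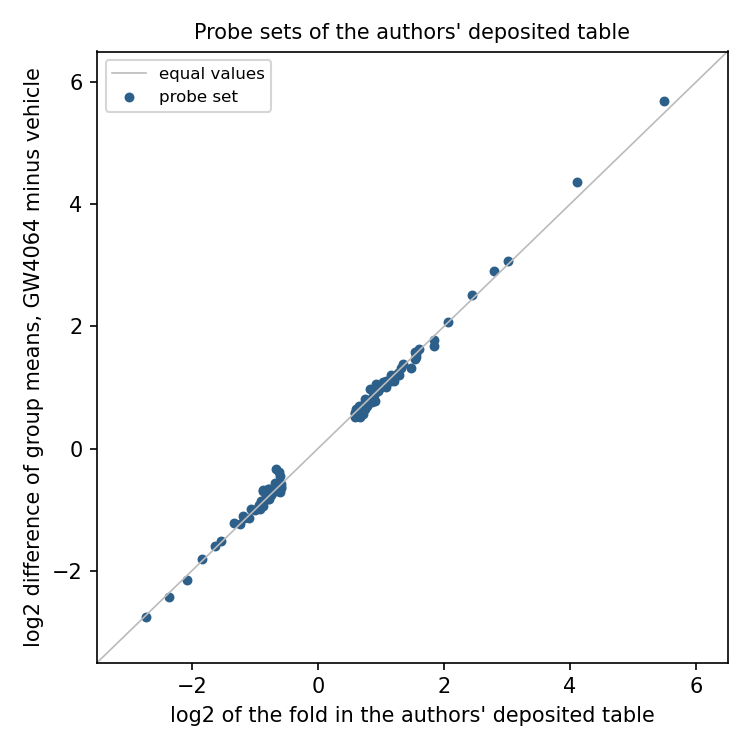
log2 of the fold in the authors' deposited table (x axis) against the log2 difference of group means computed here, GW4064 minus vehicle (y axis), with 1 point per listed probe set and a line of equal values. The 110 points follow the line, with a median distance of 0.04 and a largest one of 0.33.

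The livers were compared as whole profiles to see whether treatment parted them more than mice of a group differed. Pearson correlations over probe sets were 0.994 to 0.995 between vehicle arrays, 0.990 to 0.995 between GW4064 arrays and 0.986 to 0.995 between the groups. The lowest between GW4064 arrays, of replicates 1 and 3, lay below every correlation of replicates 2 and 3 with vehicle arrays (0.992 to 0.995). By correlation, treatment thus did not part all livers more than the treated mice differed. The mean correlation with the vehicle arrays was 0.987 for GW4064 replicate 1, 0.993 for replicate 2 and 0.995 for replicate 3, where each vehicle array had 0.995 with the other vehicle arrays. The first principal component held 48.3% of the variance. The vehicle arrays lay at -13.9, -15.1 and -14.6 on it, and GW4064 replicates 1, 2 and 3 at 36.8, 12.5 and -5.73. All 3 GW4064 arrays thus lay outside the range of the vehicle arrays on this component, whereas by mean correlation with vehicle replicates 1 and 2 lay below the vehicle arrays and replicate 3 slightly above them (0.99503 against 0.99457 to 0.99484). Of the 110 listed probe sets, GW4064 replicate 1 was farthest from vehicle in the listed direction for 83 and replicate 3 nearest for 80. The median SD within a group over these probe sets was 0.316 in GW4064 and 0.232 in vehicle livers, and over all tested probe sets it was 0.114 and 0.111. The control genes for beta-actin and Gapdh did not set a mouse apart, with 3' probe sets at 13.53 to 13.81 and 13.02 to 13.11 on the 6 arrays. The 4 control probe sets for pyruvate carboxylase were highest on GW4064 replicate 1, the 3' one at 11.09 against 10.06 to 10.55 and the 5' one at 8.35 against 7.24 to 7.66 on the other 5 arrays. By limma, 0 of the 64 control probe sets differed between the groups at an adjusted p under 0.05 over the controls, and 1 did at an unadjusted p under 0.05.

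**Figure D3:**
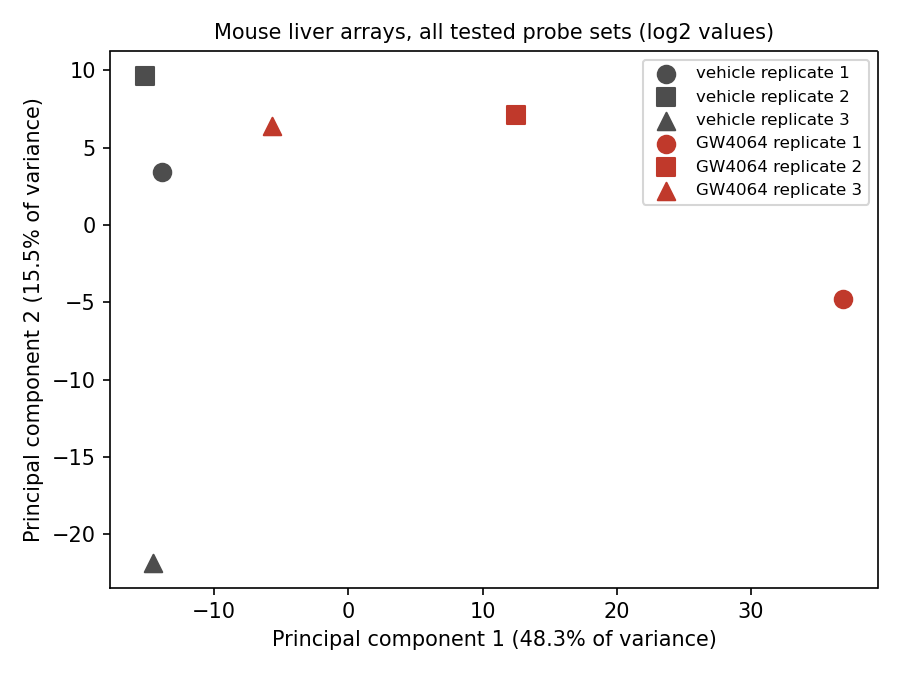
First and second principal components of the 6 liver arrays over all tested probe sets (x and y axes, with the percent of variance held), with 1 point per mouse, grey for vehicle and red for GW4064. The vehicle arrays lie between -15.1 and -13.9 on the first component and the GW4064 arrays at 36.8, 12.5 and -5.73.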

Values the study reported

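For wild type mouse livers, the study reported that GW4064 altered the expression of 102 genes by at least 1.5 fold, up or down, at an unpaired t-test p-value below 0.05.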

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

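The test of the authors' table by the methods' t-test was chosen after seeing the data; the other alternatives were fixed before the data were examined. Directions of all 33 named genes held in all of their 425 alternative values, and 0 lost or gained the adjusted threshold except 15 that passed it without GW4064 replicate 3. The directions were largely fixed in advance. No named gene overlapped between the groups, so omitting or weighting arrays could not reverse it. The methods' t-test, the other prior and the block left the differences unchanged. So did the omission of dim probe sets for the 29 named genes that it kept. That omission removed Lama3, Fam89a, Septin4 and Vegfd. Only renormalization could have reversed a direction. The count of probe sets at an adjusted p under 0.05 was 0 under each alternative that kept all 6 arrays. Leaving out 1 array gave 0 to 70 (0 to 43 higher, 0 to 27 lower), with the highest counts without GW4064 replicate 3, the array nearest to vehicle; the cause was not tested. The count at 1.5-fold and unadjusted p under 0.05 was 283, and 97 (59 higher, 38 lower) by the methods' t-test, which estimates the spread of each probe set from its own 6 values. Leaving out 1 array gave 158 to 573 (90 to 247 higher, 68 to 326 lower), lowest without GW4064 replicate 1 and highest without GW4064 replicate 3. With the replicate block the counts were 0 and 304. The sample titles number the mice within each group and name no pairing. The deviations from the group means of same-numbered mice correlated over probe sets at -0.00194, 0.05 and -0.03. Same-numbered mice thus shared no large component over all probe sets, which cannot exclude a pairing. Probe sets of the authors' table at the threshold numbered 95, 86 by the methods' t-test and 71 to 102 without 1 array, and genes with a paired probe set 73, or 74 with every probe set of a gene. Testing every probe set was the design itself, and camera with other settings or fry was not run because only selected probe sets have names. The arrays give no background values here other than control probe sets of low level, which were not used as a floor. Of these, AFFX-TrpnX-3_at and AFFX-PheX-3_at averaged 3.34 and 4.67 in GW4064 livers, where Vegfd was at 4.35. The limit that dim signals set was judged only by leaving out probe sets below the median level. This gave 231 at 1.5-fold and 0 at the adjusted threshold.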

Other observations

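Further genes of the authors' deposited table, chosen after their values were seen, had differences without overlap between the groups. Among them Nfkbiz, an inhibitor-like regulator of NF-kappaB, was higher by 1.20 (SE 0.22), the cysteine protease gene Ctsc by 1.02 (SE 0.21), and the copper-binding acute phase gene Cp by 0.71 (SE 0.19). The glucocorticoid-induced gene Tsc22d3 was higher by 0.59 (SE 0.19), and Trim24, a coregulator of nuclear receptors, by 1.12 (SE 0.23). Ddc, which encodes dopa decarboxylase, differed by -0.80 (SE 0.20) and Col4a1, a collagen chain gene of basement membranes, by -0.62 (SE 0.15). None passed the adjusted threshold by limma. Tsc22d3 lay 0.37, 0.56 and 0.85 above the vehicle mean in GW4064 replicates 1, 2 and 3, whereas Nfkbiz lay 1.58, 1.38 and 0.65 above it.

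The tests below of RNA integrity and of other groupings of the mice were chosen after the result was seen, as was the repeat of the label test with 4 arrays treated alike; the first test of the label of GW4064 replicate 3 was set before its result. The 10 splits of the 6 arrays into 3 and 3 are too few for a share under 0.05. The real split gave 283 probe sets at 1.5-fold and unadjusted p under 0.05 by limma, where the highest of the others gave 180. At unadjusted p alone it gave 1985, where the highest other gave 1356. In both, 1 of the 10 splits reached the real count, the real one itself. The highest other counts at 1.5-fold, 180, 140 and 134, came from the splits that grouped GW4064 replicate 3 with vehicle arrays only. The remaining splits gave 20 to 40. At the adjusted threshold all 10 splits gave 0 probe sets.

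GW4064 replicate 1 lay apart from the other 5 arrays. RNA degradation raises the 3' over the 5' signal of long transcripts, and the 3' minus 5' level of beta-actin was 1.00 on this array, within the 0.916 to 1.02 of the other 5. That of pyruvate carboxylase was 2.73, within the 2.64 to 2.89 of the others. This argues against degradation as the cause. Other technical differences between arrays, a mouse that responded more strongly, and a difference in dosing or health, stay open, and no biological explanation was tested because the labels name nothing that parts the treated mice.

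GW4064 replicate 3 lay nearest to vehicle, and a vehicle liver under a GW4064 label was a candidate explanation. For each vehicle array held out in turn, the 100 probe sets with the smallest p between GW4064 replicates 1 and 2 and the other vehicle arrays were taken, on a scale from 0 at vehicle to 1 at these GW4064 arrays. The median position of replicate 3 was 0.275 at its lowest, and those of the held-out vehicle arrays were 0.0919 to 0.0983, with quartiles over probe sets that overlapped. With replicate 3 and the 3 vehicle arrays treated alike, each held out against the other 3, replicate 3 lay beyond all 3 towards GW4064 in 69 of 100 probe sets and the vehicle arrays in 24 to 30. On the first principal component over all probe sets it lay at -5.73, outside the -15.1 to -13.9 of the vehicle arrays, although its mean correlation with them, 0.99503, was slightly above theirs with each other (0.99457 to 0.99484). The positions argue against a vehicle liver, as far as 3 vehicle mice show the range of untreated livers. Its beta-actin 3' minus 5' level of 0.974 lay within those of the other arrays and argues against RNA degradation. A weaker response of this mouse, or a dose only partly taken up, stays open and was not tested.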
